A study of Rattus norvegicus with 8 samples. Its data were reported in "Alteration of mRNA and microRNA expression profiles in rat muscular type vasculature in early postnatal development" (2015).

How the data were processed

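Total RNA from rat saphenous arteries was hybridised by the authors to Affymetrix rat gene arrays, 1 array per sample. There were 4 adult samples (rats of 2 to 3 months, 1 animal and 2 arteries each) and 4 young samples (10 to 12 days, 2 animals and 4 arteries each), all from males. The authors processed the arrays with RMA and quantile normalization, using a custom chip definition with 1 probe set per Entrez gene. The deposited values are log2 expression, as RMA gives them and as their range from 6.8 to 13.82 fits. RMA is also the tool named in the submitters' processing notes, where its version is not given. The largest difference between the sorted values of the 8 columns was 0.0, so the columns share a median of 7.29 and quartiles of 7.00 and 8.07, and no overall shift of expression between ages can be seen in them. The lowest value stands for an intensity of 111 on the linear scale, so that differences of weakly expressed genes are compressed. The way the background was corrected is not given in the sources used here. All 8 columns were mapped to samples.

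Genes were named from the probe annotation given with the deposited table and updated to current symbols through the Entrez identifier with a table of the GRCr8 assembly, of which no coordinates were used. Of 19239 probe sets, 16592 had 1 listed symbol, 0 had several and 2647 were not listed and are unnamed here. The identifier led to a current entry for 16453 of the listed probe sets, and in 16427 the current symbol or its synonyms matched the listed one (13101 same, 3326 updated). The listed symbol was kept in the 26 that differed and in the 139 without a current entry.

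Groups were taken from the sample labels. Adult and young arteries were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, no covariate, all 19239 probe sets, Benjamini-Hochberg adjustment, threshold 0.01, no minimum fold). The study used a one-way ANOVA at the same adjusted threshold, and that test was run as an alternative. Before the data were examined, 47 gene lists were fixed from textbook knowledge and from families the study discussed. Each list with at least 5 measured members was tested with camera in limma (inter-gene correlation preset at 0.01, two-sided, Benjamini-Hochberg over 46 lists, threshold 0.05). Counts of members were adjusted over all genes and, in a second count, adjusted over the list alone. The alternatives fixed before the data were examined were the methods' ANOVA, intensity trend with robust variances, array weights, a second quantile normalization, median centring, removal of the dimmest 25% of rows, the replicate number as a block, the number in the sample code (below or above 20) as a block, each array left out in turn, only rows matching 1 current gene, an adjusted p below 0.05, a fold of at least 1.5, camera with an estimated correlation or on ranks, and fry. Chosen after the data were seen were centring of each array on its ribosomal protein genes, subtraction of the lowest intensity with an offset of 16, and removal of adult replicate 1 together with young replicate 4.

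The genes named were the 12 with the highest and the 12 with the lowest difference among those past the threshold whose groups did not overlap and that had an official symbol, genes marked in the fixed lists, and the 2 highest and 2 lowest called members of each list. This rule allowed 394 genes, the sex check genes aside, of which 279 passed the threshold. The genes described are 159 of them, picked after their values were seen, and the pick left out genes whose call was lost without 1 array. The 40 genes that lost their call in this way are among those not described, so the genes described are steadier than the genes the rule allowed. Genes outside the 159 are named only where their sign turned with the scaling. On simulated arrays with the means and spread of the real data, in which 50 genes each were changed by a known size, the fit over 19239 genes recovered 66% of changes of 0.25, 86% of changes of 0.5, 98% of changes of 1 and 100% of changes of 2, with 4 unchanged genes called. Far fewer genes were changed there than the 32.7% called in the real data, which makes the adjusted threshold stricter. These rates therefore do not give the recovery in the real comparison. A simulated list of 30 genes shifted by 0.3 was called by camera, and 0 of 46 random lists were. The simulated genes varied independently, whereas real lists held correlated genes (estimated correlation 0.322 for oxidative phosphorylation). The simulation therefore cannot show how often camera's preset calls lists of correlated genes wrongly.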

Results

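Messenger RNA was measured in saphenous arteries, muscular arteries of the hind limb, from male Wistar rats of 2 ages. The 8 arrays were 4 from adult rats of 2 to 3 months and 4 from young rats of 10 to 12 days. Each adult sample held the 2 arteries of 1 animal, and each young sample held 4 arteries pooled from 2 animals, so the samples of a group came from separate animals. Every array gave a log2 expression value for 19239 genes, with a median of 7.29 and a range from 6.8 to 13.82 that was the same in each column. The number of arrays limits the precision. The single comparison of the design asks which genes and gene groups of a muscular artery change between early postnatal life and adulthood. Values below are adult minus young differences on the log2 scale ± the standard error of the limma fit with n = 4 arrays per age, and a positive value means a higher level in adult arteries.

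The levels of 6296 genes, 32.7% of those measured, differed between the ages, with 3216 genes higher in adult arteries and 3080 lower (limma, Benjamini-Hochberg adjusted p below 0.01, two-sided). In 6294 of these genes the 4 adult values lay apart from the 4 young values. Such a separation was found in 46% of all genes, where chance gives 2.86%. Most differences were small, with a median size of 0.315, and 492 genes differed at least 2-fold, of which 238 were higher and 254 lower in adult arteries. With each array centred on its ribosomal protein genes, a scaling chosen after the data were seen, 4101 genes differed and the split moved from 51.1% to 63.2% higher in adult arteries (2590 higher, 1511 lower). That scaling raised the median difference of all genes from 0.002 to 0.08, so list medians near 0 can turn sign with it. It also made the variance estimate the same for all genes, so list calls and p values under it carry no spread of single genes. Of the genes that differed, 5701 carried a listed symbol and the other 595 are not named here.

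The named genes that rose most toward adulthood included Il12a (Entrez Gene 84405), which encodes the p35 subunit of interleukin-12, with a mean level of 7.66 ± 0.19 (SD, n = 4) in young and 10.96 ± 0.38 (SD, n = 4) in adult arteries. Its difference was 3.30 ± 0.197 (limma adjusted p = 1.78e-05). Enpp2, the enzyme autotaxin that makes lysophosphatidic acid, rose by 2.89 ± 0.197, and the sphingosine-1-phosphate receptor S1pr3 by 2.06 ± 0.142. Phospholamban (Pln), the inhibitor of the calcium pump of the sarcoplasmic reticulum, rose by 2.43 ± 0.103 and the intermediate filament protein synemin (Synm) by 2.07 ± 0.115. The others of this rank were Cd74 (2.86 ± 0.338), Gadd45a (2.73 ± 0.217), Gnao1 (2.55 ± 0.17), Cpa6 (2.45 ± 0.2), Exoc6b (2.28 ± 0.145), Gda (2.11 ± 0.152) and Gstm2 (2.08 ± 0.108). The genes that fell most were the imprinted non-coding RNA H19 (Entrez Gene 309122), from 11.88 to 7.29 (-4.59 ± 0.09, limma adjusted p = 3e-07), and the matricellular protein periostin (Postn, -4.50 ± 0.132). Gnas, a locus with several transcripts of which the measured one is not known here, followed with -4.07 ± 0.053 and an adult level of 7.08, near the lower quartile of all values, and the fetal growth factor Igf2 with -3.33 ± 0.076. Fndc1 (-3.33 ± 0.082), Fbln5 (-3.15 ± 0.071), Hist1h2ah (-3.05 ± 0.115), Ccl21 (-2.96 ± 0.321), Mfap2 (-2.93 ± 0.084), Vcan (-2.93 ± 0.12), Alox15 (-2.89 ± 0.365) and Itm2a (-2.89 ± 0.069) made up the rest of this group.

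**Figure D1:**
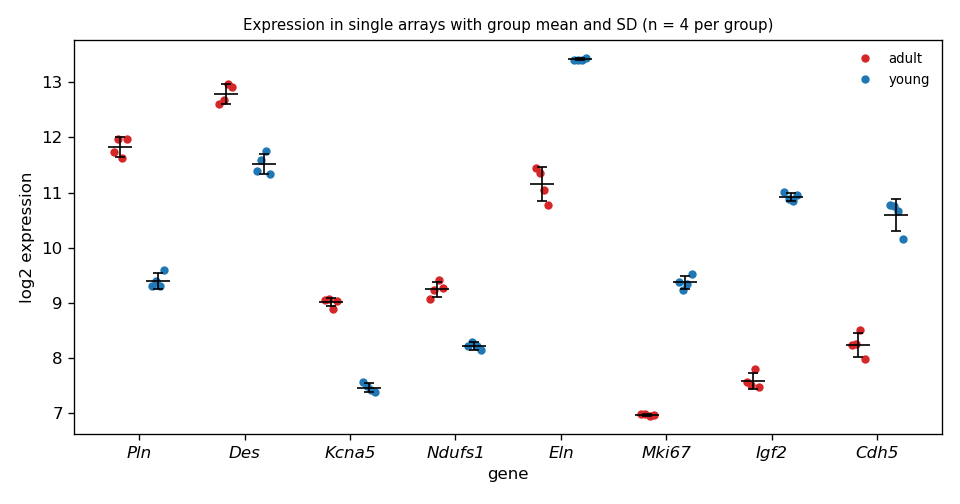
Log2 expression (vertical axis) of 8 genes (horizontal axis) in each of the 4 adult (red) and 4 young (blue) arrays, with the group mean (horizontal line) and SD (error bar). For each gene the adult and young points do not overlap, with Pln, Des, Kcna5 and Ndufs1 higher in adult arteries and Eln, Mki67, Igf2 and Cdh5 higher in young arteries.

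Fixed lists of genes were compared with all other genes measured. Of 46 lists tested, 25 were shifted at an adjusted p below 0.05 with camera's preset correlation, 11 toward higher and 14 toward lower levels in adult arteries. With an inter-gene correlation estimated from the data, 1 of these calls held, that of DNA replication. That setting also raised the p value of DNA replication, whose estimated correlation was near the preset. The lost calls therefore do not measure gene correlation alone. Many of the lists below hold families that the study also discussed from these samples, and their counts are then no independent evidence of direction.

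**Figure D2:**
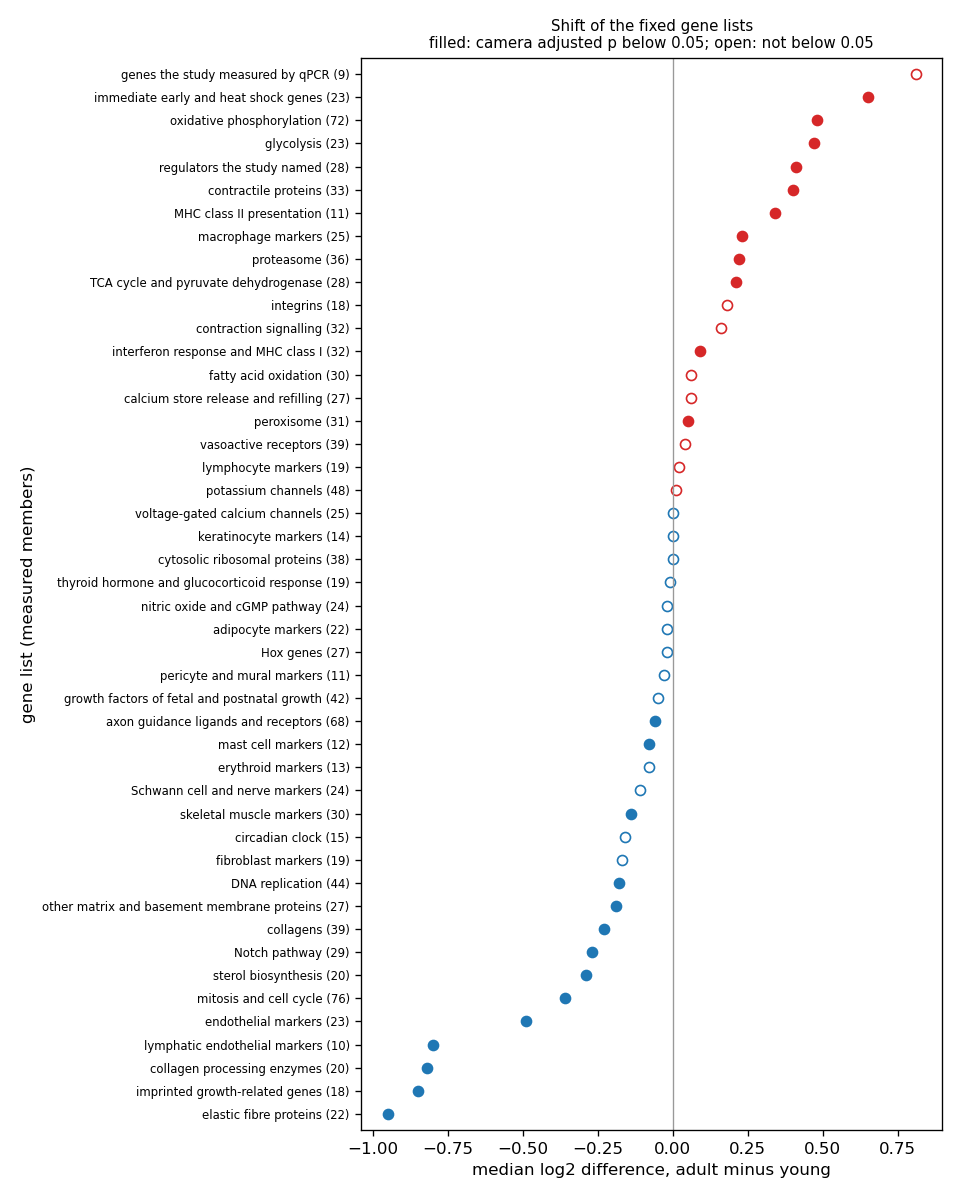
Median log2 difference, adult minus young (horizontal axis), of each of the 46 tested gene lists (vertical axis, with the number of measured members). Filled points are lists with a camera adjusted p below 0.05 and open points the others, red above and blue at or below 0. The medians run from -0.95 for the elastic fibre proteins to 0.81 for the qPCR genes.

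Contractile proteins of smooth muscle were higher in adult arteries. Of 33 measured members, 25 rose and 1 fell (27 and 1 adjusted over the list alone), and the list's median difference was 0.40 (camera adjusted p = 6.55e-09, adjusted p = 0.176 with an estimated correlation). The mean level of the list was 11.72 ± 0.06 (SD, n = 4) in adult and 11.14 ± 0.03 (SD, n = 4) in young arteries. Desmin (Des) rose by 1.26 ± 0.118, smoothelin (Smtn) by 0.80 ± 0.081, smooth muscle myosin heavy chain (Myh11) by 0.40 ± 0.027 and transgelin (Tagln) by 0.38 ± 0.016. Tpm4, a tropomyosin not restricted to muscle, was the member that fell (-1.33 ± 0.065), and myosin light chain kinase (Mylk) differed by -0.03 ± 0.063 (limma adjusted p = 0.709). Among 32 genes of contraction signalling, 16 rose and 8 fell (16 and 8 adjusted over the list alone), or 5 to 6 fell with 1 array left out. Those that rose included the myosin phosphatase inhibitor Ppp1r14a (1.65 ± 0.085), Rgs2 (1.56 ± 0.117) and the myosin phosphatase targeting subunit Ppp1r12a (0.66 ± 0.03). The p38 kinase Mapk14 differed by -0.08 ± 0.079 (limma adjusted p = 0.478). This list did not pass the test (camera adjusted p = 0.0672). It passed with ribosomal protein centring (adjusted p = 6e-04), where 5 fell and all genes shared a common variance estimate.

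Channels and receptors went both ways. Of 25 measured subunits of voltage-gated calcium channels, 5 rose and 3 fell (5 and 3 adjusted over the list alone), with a median of 0.00, a mean of 0.05 and no shift of the list (camera adjusted p = 0.707). The L-type pore subunit Cacna1c rose by 0.25 ± 0.037, its partners Cacnb2 by 0.89 ± 0.068 and Cacna2d1 by 0.78 ± 0.084, and the T-type Cacna1h by 0.67 ± 0.103. The T-type Cacna1g (-0.60 ± 0.081) and Cacnb3 (-0.61 ± 0.033) fell. Of 48 potassium channel genes, 8 rose and 6 fell (8 and 6 adjusted over the list alone), with a median of 0.01 (camera adjusted p = 0.363), and 1 fell with ribosomal protein centring. The voltage-gated Kcna5 (1.54 ± 0.05) and Kcna2 (0.81 ± 0.036) and the large-conductance calcium-activated Kcnma1 (1.38 ± 0.053) were among those that rose, and the two-pore channel Kcnk6 (-0.62 ± 0.044) among those that fell. Of 27 genes of calcium release and refilling, 13 rose and 4 fell (13 and 5 adjusted over the list alone; camera adjusted p = 0.0693). Besides Pln, these were calsequestrin Casq2 (1.5 ± 0.107), the inositol trisphosphate receptor Itpr1 (1.07 ± 0.088) and the ryanodine receptor Ryr2 (0.67 ± 0.061), whereas the calcium sensor Stim2 fell (-0.69 ± 0.088). The list passed the test without adult replicate 4 (adjusted p = 0.0457) and with ribosomal protein centring (adjusted p = 6e-04).

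Of 39 receptors for vasoactive substances, 16 rose and 6 fell (17 and 6 adjusted over the list alone), with a median of 0.04 (camera adjusted p = 0.203, adjusted p = 0.000612 with ribosomal protein centring), and 9 to 15 rose with 1 array left out. With ribosomal protein centring 14 rose and 3 fell, with a median of 0.12. The adrenoceptor Adra1a and the serotonin receptor Htr2a, both of which mediate contraction, rose by 1.96 ± 0.112 and 1.96 ± 0.098. The endothelin receptor Ednrb (-1 ± 0.064) and Calcrl (-1.13 ± 0.152), part of the receptor for calcitonin gene-related peptide, fell. Of 24 genes of the nitric oxide and cGMP pathway, 5 rose and 7 fell (5 and 7 adjusted over the list alone), and the list's median of -0.02 turned to 0.05 with ribosomal protein centring (camera adjusted p = 0.607). Irag1, a substrate of cGMP-dependent kinase, rose by 1.43 ± 0.054 and the cGMP phosphodiesterase Pde5a by 0.71 ± 0.045, while endothelial nitric oxide synthase (Nos3, -0.50 ± 0.074) and the natriuretic peptide receptor Npr2 (-0.79 ± 0.06) fell.

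The lists of collagens, collagen processing, elastic fibres and other matrix proteins were shifted downward in adult arteries. Of 39 collagen genes, 20 fell and 2 rose (20 and 3 adjusted over the list alone), with a median of -0.23 (camera adjusted p = 3.15e-05, adjusted p = 0.345 with an estimated correlation). Col14a1 (-1.53 ± 0.063), Col12a1 (-1.42 ± 0.118) and Col3a1 (-1.07 ± 0.081) fell, and Col18a1 (0.38 ± 0.049) and Col19a1 (0.26 ± 0.022) rose. Col1a1 was at 13.82, the highest value of the table, in every young array, so that its difference of -0.66 ± 0.089 is limited by that value and its error holds no spread of young arrays. With ribosomal protein centring the median of the collagens was -0.15. Of 20 enzymes and chaperones of collagen processing, 17 fell and 2 rose (17 and 2 adjusted over the list alone; camera adjusted p = 4.07e-07, adjusted p = 0.229 with an estimated correlation). The procollagen proteinase Bmp1 (-1.49 ± 0.078) and its enhancer Pcolce (-1.81 ± 0.142) fell, and the prolyl hydroxylase P3h2 rose by 1.27 ± 0.151. The elastic fibre proteins had the lowest median of the lists, -0.95, with 15 of 22 members lower and 2 higher (15 and 2 adjusted over the list alone; camera adjusted p = 3.05e-06, adjusted p = 0.176 with an estimated correlation). Elastin (Eln) was at 13.42 in young and 11.15 in adult arteries (-2.27 ± 0.14), and fibulin-5 (Fbln5), the microfibril protein Mfap2 and the crosslinking enzyme Lox (-1.25 ± 0.114) fell with it. The young values of Eln had an SD of 0.01 near the top of the table, so its error holds almost no spread of young arrays. Of 27 other matrix proteins, 12 fell and 5 rose (12 and 5 adjusted over the list alone), with a median of -0.19 (camera adjusted p = 0.00344, adjusted p = 0.279 with an estimated correlation), which was -0.11 with ribosomal protein centring, and 3 to 4 rose with 1 array left out. Fibronectin (Fn1, -0.56 ± 0.059) fell beside Postn and Vcan, and fibromodulin (Fmod, 1.53 ± 0.127) and Ccn2 (1.32 ± 0.124) rose. Of 18 integrin genes 8 rose, Itga8 (1.14 ± 0.04) among them, and 4 fell, with Itga6 (-1.25 ± 0.169) lowest (9 and 4 adjusted over the list alone; camera adjusted p = 0.286). The fibroblast markers, which share 6 of 19 members with other lists, were not shifted (camera adjusted p = 0.148, adjusted p = 0.00404 with ribosomal protein centring). Of them 5 rose, with Gsn (1.31 ± 0.056) and Scara5 (1.20 ± 0.048) highest, and 8 fell (5 and 9 adjusted over the list alone). With 1 array left out, 3 to 4 rose.

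The lists of mitosis and DNA replication were shifted downward in adult arteries. Of 76 genes of mitosis and the cell cycle, 61 fell and 4 rose (64 and 4 adjusted over the list alone), with a median of -0.36 (camera adjusted p = 2.9e-23, adjusted p = 0.111 with an estimated correlation). The proliferation marker Mki67 went from 9.37 in young to 6.97 in adult arteries (-2.40 ± 0.058), and cyclin A2 (Ccna2, -2.04 ± 0.116), topoisomerase Top2a (-1.73 ± 0.015) and the kinase Plk1 (-1.1 ± 0.077) fell. The members that rose included the growth arrest gene Gadd45a and cyclin D2 (Ccnd2, 0.59 ± 0.052). Of 44 DNA replication genes, 33 fell and 0 rose (33 and 0 adjusted over the list alone), with a median of -0.18 (camera adjusted p = 3.69e-14, adjusted p = 0.00928 with an estimated correlation). With ribosomal protein centring, 13 fell and the median was -0.1. Mcm2 (-1.33 ± 0.057), the primase Prim1 (-1.17 ± 0.061), thymidylate synthase Tyms (-1.07 ± 0.031) and the maintenance DNA methyltransferase Dnmt1 (-0.95 ± 0.02) were among them. Of 18 imprinted genes tied to growth, 13 fell and 0 rose (14 and 0 adjusted over the list alone), with a median of -0.85 (camera adjusted p = 8.51e-09, adjusted p = 0.111 with an estimated correlation). Besides H19, Gnas and Igf2 these were the zinc finger gene Plagl1 (-2.44 ± 0.09), Meg3 (-2.22 ± 0.199) and Grb10 (-1.46 ± 0.079). Among 42 growth factor genes, 12 rose and 14 fell (12 and 15 adjusted over the list alone; camera adjusted p = 0.15), and the list's median of -0.05 turned to 0.03 with ribosomal protein centring. Fgf1 rose by 1.97 ± 0.049 and Tgfb3 by 0.74 ± 0.103, and midkine (Mdk, -1.90 ± 0.082) and Igf1 (-0.64 ± 0.107) fell.

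Of the lists of energy metabolism, those of oxidative phosphorylation, the TCA cycle and glycolysis were shifted upward in adult arteries, and that of fatty acid oxidation was not. Of 72 genes of oxidative phosphorylation, 49 rose and 0 fell (51 and 0 adjusted over the list alone), with a median of 0.48 (camera adjusted p = 8.21e-13, adjusted p = 0.277 with an estimated correlation). With 1 array left out, 38 to 53 rose. The list's mean was 9.52 ± 0.09 (SD, n = 4) in adult and 9.04 ± 0.04 (SD, n = 4) in young arteries. Ndufs1 of complex I rose by 1.03 ± 0.07, Uqcrfs1 of complex III by 1.02 ± 0.091 and Cox4i1 of complex IV by 0.95 ± 0.156. Of 28 genes of the TCA cycle and pyruvate dehydrogenase, 16 rose and 3 fell (17 and 3 adjusted over the list alone; camera adjusted p = 0.00101, adjusted p = 0.309 with an estimated correlation). The cytosolic malate dehydrogenase Mdh1 (1.07 ± 0.104) and Idh3a (0.79 ± 0.079) rose, and the cytosolic isocitrate dehydrogenase Idh1 (-0.75 ± 0.098) fell. Of 23 glycolysis genes, 16 rose and 1 fell (16 and 1 adjusted over the list alone), with a median of 0.47 (camera adjusted p = 1.01e-05, adjusted p = 0.176 with an estimated correlation). The insulin-sensitive glucose transporter Slc2a4 (1.74 ± 0.103), phosphofructokinase Pfkl (1.17 ± 0.099) and lactate dehydrogenase Ldha (0.72 ± 0.072) rose. Of 30 genes of fatty acid oxidation, 11 rose and 4 fell (12 and 5 adjusted over the list alone), and the list was not shifted (camera adjusted p = 0.114, adjusted p = 0.0183 with ribosomal protein centring). The acyl-CoA dehydrogenases Acadl (1.53 ± 0.133) and Acadm (1.04 ± 0.087) rose, Ucp2 fell (-0.86 ± 0.053), and the carnitine palmitoyltransferase Cpt1a differed by -0.03 ± 0.091 (limma adjusted p = 0.797). Of 31 peroxisomal genes 7 rose, led by the alpha-oxidation enzyme Phyh (1.41 ± 0.025), and 1 fell (7 and 1 adjusted over the list alone; camera adjusted p = 0.046, adjusted p = 0.227 with an estimated correlation). That call was lost without adult replicate 2 (adjusted p = 0.0649), young replicate 1 (0.0569) or young replicate 3 (0.0509), with ribosomal protein centring (0.0677) and with camera on ranks (0.0651). Skeletal muscle markers, genes of a tissue rich in mitochondria that surrounds the artery, were lower as a list in adult samples, with a mean of 7.37 ± 0.04 against 7.59 ± 0.20 (SD, n = 4 each; camera adjusted p = 0.0062, adjusted p = 0.556 with an estimated correlation). Of its 30 members 0 rose and 1 fell (0 and 0 adjusted over the list alone), but 10 fell without young replicate 2 (camera adjusted p = 4.53e-05) and 9 with ribosomal protein centring. Its abundant members Acta1 (-0.44 ± 0.177, limma adjusted p = 0.0834) and Ckm (-0.42 ± 0.194, limma adjusted p = 0.118) did not pass the test with all arrays. They did without young replicate 2, at -0.60 (adjusted p = 0.00594) and -0.62 (adjusted p = 0.00177).

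Of 20 genes of sterol biosynthesis, 13 fell and 1, Pmvk (0.25 ± 0.025), rose (13 and 2 adjusted over the list alone), with a median of -0.29 (camera adjusted p = 0.000388, adjusted p = 0.325 with an estimated correlation), and 7 to 13 fell with 1 array left out. Fdps fell by 1.17 ± 0.165 and squalene synthase Fdft1 by 0.76 ± 0.119. In the Notch pathway, 17 of 29 genes fell and 1, Dtx3 (0.21 ± 0.034), rose (17 and 1 adjusted over the list alone), with a median of -0.27 (camera adjusted p = 2.63e-05, adjusted p = 0.146 with an estimated correlation). With ribosomal protein centring 9 fell, and with 1 array left out 12 to 15 did. The genes that fell included the receptor Notch1 (-0.56 ± 0.064), the ligand Jag1 (-0.55 ± 0.052) and the target gene Heyl (-1.52 ± 0.098). Of 68 axon guidance ligands and receptors, 35 fell and 6 rose (36 and 7 adjusted over the list alone; camera adjusted p = 9.81e-05, adjusted p = 0.117 with an estimated correlation). The list's median of -0.06 turned to 0.01 with ribosomal protein centring, where 19 fell and 4 rose. The semaphorins Sema6a (-1.64 ± 0.047) and Sema3c (-1.31 ± 0.108) fell and netrin-4 (Ntn4) rose by 1.18 ± 0.095. Of 36 proteasome genes 15 rose, Psmc1 (0.56 ± 0.053) highest, and 0 fell (15 and 0 adjusted over the list alone; camera adjusted p = 0.000127, adjusted p = 0.349 with an estimated correlation). The 38 cytosolic ribosomal protein genes had a median of 0.00, a mean of -0.05 and 1 gene higher and 3 lower (1 and 2 adjusted over the list alone; camera adjusted p = 0.554). Rplp0 (-0.55 ± 0.064) and Rpl41 (-0.53 ± 0.086) were among those that fell.

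Of 23 endothelial markers, 15 fell and 0 rose (18 and 0 adjusted over the list alone), with a median of -0.49 (camera adjusted p = 1.36e-07, adjusted p = 0.229 with an estimated correlation). With 1 array left out, 11 to 18 fell. The list's mean was 8.09 ± 0.10 (SD, n = 4) in adult and 8.80 ± 0.12 (SD, n = 4) in young arteries. VE-cadherin (Cdh5, -2.35 ± 0.164), Egfl7 (-1.69 ± 0.096), the receptor Tie1 (-1.66 ± 0.111) and Nos3 fell, and Pecam1 differed by -0.30 ± 0.088 (limma adjusted p = 0.026). Of 10 lymphatic endothelial markers, 8 fell and 0 rose (8 and 0 adjusted over the list alone), with a median of -0.80 (camera adjusted p = 6.04e-05, adjusted p = 0.279 with an estimated correlation), among them Ccl21, Lyve1 (-1.62 ± 0.12) and the transcription factor Prox1 (-0.66 ± 0.102). Macrophage markers rose in 16 of 25 cases and fell in 1, Lyve1, which both lists hold (17 and 1 adjusted over the list alone; median 0.23, camera adjusted p = 5.19e-05, adjusted p = 0.32 with an estimated correlation). Lysozyme Lyz2 rose by 1.91 ± 0.232 and the receptor Csf1r by 0.75 ± 0.09. Of 11 genes of MHC class II presentation, 6 rose and 0 fell (7 and 0 adjusted over the list alone; median 0.34, camera adjusted p = 0.00121, adjusted p = 0.345 with an estimated correlation), including the invariant chain Cd74 and RT1-Da (1.04 ± 0.182). Of 32 genes of the interferon response and MHC class I, 7 rose, Ifi47 (0.52 ± 0.071) highest, and 1 fell (7 and 0 adjusted over the list alone; median 0.09, camera adjusted p = 0.00353, adjusted p = 0.501 with an estimated correlation). That call was lost with ribosomal protein centring (adjusted p = 0.0799), whereas without young replicate 2 the number that rose was 15 (camera adjusted p = 3.85e-06). Of 12 mast cell markers 5 fell, the carboxypeptidase Cpa3 (-1.24 ± 0.136) most, and 0 rose (6 and 0 adjusted over the list alone; camera adjusted p = 0.000988, adjusted p = 0.229 with an estimated correlation). The list's median was -0.08, and 0.00 with ribosomal protein centring.

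Of 23 immediate early and heat shock genes, a list fixed as a sign of sample handling, 7 rose and 0 fell (7 and 0 adjusted over the list alone), with a median of 0.65 (camera adjusted p = 0.0026, adjusted p = 0.379 with an estimated correlation). The list's mean was 8.69 ± 0.35 (SD, n = 4) in adult and 8.11 ± 0.07 (SD, n = 4) in young arteries, with adult replicate 1 highest at 9.14. Adult replicates 2, 3 and 4 were at 8.78, 8.34 and 8.48, and the young arrays ran from 8.05 to 8.2. The median was 0.41 without adult replicate 1, and 4 members rose without young replicate 1 or young replicate 2 and 16 with ribosomal protein centring. Zfp36 rose by 0.99 ± 0.169 and Junb by 0.85 ± 0.143, whereas Nr4a1 (1.52 ± 0.727, limma adjusted p = 0.133) and Egr1 (0.93 ± 0.537, limma adjusted p = 0.204) did not pass the test.

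Some of the genes measured by qPCR were chosen by the study from these arrays, others as potassium channels of vascular interest or from earlier work, and the list is no independent evidence. Of 9 such genes, 5 rose and 3 fell (6 and 3 adjusted over the list alone), with a median of 0.81, a mean of -0.09 and no shift of the list (camera adjusted p = 0.1). Dpep1 (1.98 ± 0.037), Fgf1, Plekhb2 (1.91 ± 0.052), Kcna5 and Kcna2 rose and Postn, Gnas and Nos3 fell, while Kcna7 differed by 0.05 ± 0.011 (limma adjusted p = 0.0136). Of 28 regulators that the study named from these samples, and which are likewise no independent evidence, 18 rose and 6 fell (20 and 7 adjusted over the list alone; median 0.41, camera adjusted p = 0.00498, adjusted p = 0.176 with an estimated correlation). Bcl6 (0.98 ± 0.113) and Nab1 (0.98 ± 0.074) rose and Ets1 (-0.56 ± 0.068) fell.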

Values the study reported

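The study reported 8,266 genes that differed between adult and young arteries at an FDR-adjusted threshold of 0.01, of which 4,425 were higher and 3,841 lower in adult rats. It counted 23 pathways enriched among the genes that were higher in adults and 15 among those that were lower. For collagens, the study listed 23 genes with a difference, 19 of them more highly expressed in young rats and 4 in adults.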

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

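In the values below, 1 of the 4 arrays of a group stood apart from the other 3, with a ratio of its gap to the group's range above Dixon's 95% critical value. Chance gives about 1 in 20 such groups, and 23 of 410 groups examined had one, 7 of them from adult replicate 1 and 5 from young replicate 4.

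Among the lists, the mean of the MHC class II genes was 7.58 in adult replicate 1 against 7.93 to 7.95 in the other adult arrays (gap ratio 0.942). The mean of the endothelial markers was 8.62 in young replicate 4 against 8.83 to 8.87 (0.83). The interferon and MHC class I genes were at 7.58 in young replicate 2 against 7.39 to 7.42 (0.877), and the elastic fibre proteins at 10.21 in young replicate 1 against 10.15 to 10.16 (0.944).

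Among the genes, adult replicate 1 was low for Cd74 (9.64 against 11.03 to 11.11, ratio 0.945), RT1-Da (7.46 against 8.21 to 8.31, 0.879), Csf1r (8.54 against 8.72 to 8.75, 0.849) and Plekhb2 (10.62 against 10.78 to 10.81, 0.841), and high for Jag1 (11.72 against 11.62 to 11.63, 0.893) and Per2 (7.85 against 7.68 to 7.71, 0.83). Adult replicate 2 was low for Fgf1 (9.93 against 10.08 to 10.11, 0.86). Adult replicate 3 was high for Ccl21 (8.08 against 7.07 to 7.1, 0.969) and Cpa3 (7.2 against 6.99 to 7.01, 0.9) and low for Fmod (10.22 against 10.38 to 10.41, 0.847). Adult replicate 4 was low for Ccnd2 (11.63 against 11.82 to 11.85, 0.879) and high for Gsn (13.07 against 13.02, ratio 1). Young replicate 2 was low for Ckm (9.15 against 9.88 to 10, 0.867) and Nr1d1 (8.3 against 8.58 to 8.61, 0.905), and young replicate 3 for Itm2a (10.18 against 10.43 to 10.47, 0.859). Young replicate 4 was high for Eln (13.44 against 13.41, ratio 1), Ccn2 (10.52 against 10.25 to 10.29, 0.863), Plagl1 (10.4 against 10.08 to 10.12, 0.869) and Egr1 (9.92 against 9.33 to 9.4, 0.877). For Eln and Gsn the ratio of 1 comes from other arrays that share a value, not from a wide gap. Columns with the same sorted values allow such ties, so these ratios do not show an array apart.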

How the results depend on the processing

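The ribosomal protein centring, the subtraction of the lowest intensity and the joint removal of adult replicate 1 and young replicate 4 were chosen after the data were seen. Of 6296 genes called, 1427 differed at least 1.5-fold. The count was 4951 to 5759 with 1 array left out, 5517 with the methods' ANOVA, 8753 at an adjusted p below 0.05, 6902 with the lowest intensity subtracted and 5394 without adult replicate 1 and young replicate 4. It fell to 4101 with ribosomal protein centring. The mean of the ribosomal protein genes ran from 9.08 to 9.26 in adult and from 9.16 to 9.28 in young arrays. Centring on these genes thus shifts all genes of an array together and can add spread within groups. How much of the fall this accounts for was not tested. With that centring the variance estimate became the same for all genes, so its adjusted p values carry no spread of single genes. Of the lists, 24 to 26 were shifted with 1 array left out. Small counts within lists also moved with 1 array left out: 0 to 2 elastic fibre genes, 2 to 4 mitosis genes and 1 to 2 collagen processing genes were higher, against 2, 4 and 2 with all arrays. With an estimated correlation 1 list was shifted, and the calls of the contractile proteins (median 0.40, adjusted p = 0.176), collagens (-0.23, 0.345), mitosis (-0.36, 0.111) and oxidative phosphorylation (0.48, 0.277) were lost. Their estimated correlations were 0.164, 0.325, 0.144 and 0.322, above the preset of 0.01, and DNA replication kept its call at 0.0097. The peroxisome list lost its call at 0.00274, so a higher correlation does not account for every loss. Its unadjusted camera p rose from 0.025 to 0.0493. That of DNA replication rose from 1.6e-15 to 0.000202, although its correlation was near the preset. The estimated setting is therefore stricter apart from the correlation, and lost calls cannot be read as an effect of gene correlation alone. How much of each loss is due to the correlation was not tested. With fry, which tests a list without the other genes, 38 lists were called, including calcium channels (0, adjusted p = 0.0482) and potassium channels (0.01, adjusted p = 0.000349). The replicate block gave 4408 genes and 24 lists, without that of the peroxisome (adjusted p = 0.0659). Deviations of same-numbered arrays had correlations of -0.08, -0.03, 0.04 and 0.01, and those of differently numbered arrays ran from -0.29 to 0.24. These values give no sign that the numbers mark pairs, but they cannot exclude a shared step of processing. The number in the sample code as a block gave 5727 genes. A second quantile normalization and median centring moved no value. Of the 279 genes past the threshold that the naming rule allowed, 40 lost their call without at least 1 of the 8 arrays, and these 40 are not among the genes whose values are described above. Over all 394 genes of the rule, the replicate block took the call from 48 and gave it to 5, and ribosomal protein centring took it from 27, gave it to 29 and turned the sign of 4, none of them past the threshold after it: Sema3a (-0.06 to 0.02), Igf2bp3 (-0.06 to 0.02), Abcd2 (-0.07 to 0.00) and Myh2 (-0.08 to 0.00). Of the 159 genes described, 7 lost their call with the replicate block and 3 without adult replicate 1 and young replicate 4. Values near the lowest intensity of 111 limit what can be seen of weakly expressed genes.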

Other observations

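Genes of the circadian clock differed in both directions. Of 15 measured, 6 rose and 5 fell (6 and 5 adjusted over the list alone), with a median of -0.16, which was -0.04 without adult replicate 3, and no shift of the list (camera adjusted p = 0.744). The activators Npas2 (1.53 ± 0.061), Bmal1 (0.98 ± 0.092) and Clock (0.56 ± 0.088) and the repressor Nr1d1 (1.01 ± 0.164) were higher in adult arteries, and the repressors Per3 (-1.63 ± 0.099), Per2 (-1.13 ± 0.08) and Cry2 (-0.84 ± 0.061) were lower. The hour of collection is not given. Of 19 genes that respond to thyroid hormone or glucocorticoids, 5 rose and 3 fell (7 and 3 adjusted over the list alone; median -0.01, or 0.07 with ribosomal protein centring, mean 0.05, camera adjusted p = 0.487). Klf9 rose by 1.08 ± 0.026 and Tsc22d3 by 0.76 ± 0.06, both known targets of the glucocorticoid receptor. Of 27 Hox genes, which keep positional identity, 2 rose, Hoxa7 (0.47 ± 0.03) and Hoxa10 (0.30 ± 0.045), and 4 fell, or 2 to 4 with 1 array left out (2 and 2 adjusted over the list alone; median -0.02, camera adjusted p = 0.416). With ribosomal protein centring 0 Hox genes fell and their median was 0.06.

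Of 24 Schwann cell and nerve markers, 2 rose and 6 fell (2 and 7 adjusted over the list alone), among them Ncam1 (-1.14 ± 0.033) and the myelin protein Pmp22 (-1.02 ± 0.078). The list did not pass the test (camera adjusted p = 0.0672), but passed it without young replicate 1 (0.0268), 2 (0.0483) or 3 (0.0393), and 2 fell with ribosomal protein centring. With 1 array left out, 1 to 3 rose and 4 to 8 fell. Of 22 adipocyte markers, 5 rose, with the lipase Pnpla2 at 0.78 ± 0.024, and 2 fell, or 0 to 2 with 1 array left out (5 and 2 adjusted over the list alone; median -0.02, or 0.06 with ribosomal protein centring, mean 0.11, camera adjusted p = 0.947), and the brown fat gene Ucp1 differed by -0.01 ± 0.008. Of 19 lymphocyte markers 2 rose, Cd4 (0.84 ± 0.084) among them, and 0 fell (2 and 0 adjusted over the list alone; camera adjusted p = 0.175), with 1 to 3 higher when 1 array was left out. Of 13 erythroid markers 0 rose and 1 fell, Hba-a1 (-0.63 ± 0.107) (0 and 1 adjusted over the list alone; camera adjusted p = 0.328), but 3 fell without young replicate 1 and 4 with ribosomal protein centring. Of 11 pericyte and mural markers, 6 of them shared with other lists, 3 rose, with Cox4i2 (0.68 ± 0.073) and Mcam (0.35 ± 0.044), and 2 fell (3 and 3 adjusted over the list alone; median -0.03, or 0.05 with ribosomal protein centring, mean 0.07, camera adjusted p = 0.906). With 1 array left out, 1 to 3 pericyte and mural markers fell. Of 14 keratinocyte markers 0 rose and 1 fell (0 and 1 adjusted over the list alone; camera adjusted p = 0.836). The list for a check of sex labels had 3 measured members and was not tested, and 0 of them passed the threshold.

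The number of collagens higher in adult arteries here was 2. That is lower than the value quoted from the study above. Adjusted over the list alone it was 3. The number lower in adult arteries was 20, slightly above the study's value. The fit called fewer genes overall than the study, 6296, and the methods' ANOVA called 5517, so the published count was not reached. Why these counts differ was not tested.

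All tests of explanations below were chosen after the results were seen. Of the 35 ways to split the 8 arrays into 4 and 4, only 1, the real one, gave as many as 6296 genes, and the highest count of another split was 0. Every other split puts both ages in each group, so the age difference adds to the spread within groups. Counts of 0 in those splits therefore cannot show how many genes chance would call. For the lists, 2 of 35 splits gave as many as 25, so that a chance assignment of the arrays is not excluded for that count. The other was among the 16 splits that keep 3 arrays of an age together and so hold part of the age difference. The 18 splits with 2 arrays of each age on either side gave at most 10 lists, with a median of 4.

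Oxidative phosphorylation genes were higher in adult arteries, with a median of 0.48. Skeletal muscle left on the adult arteries is argued against by its markers, whose mean differed by -0.22 with an upper 95% bound of 0.08. Brightness of the genes is argued against as well, since the median lay at percentile 100 of 10000 random lists of the same brightness, the highest of which reached 0.18. A larger share of smooth muscle cannot be told apart, since the contractile proteins rose with a median of 0.40 and the design holds no measure of cell shares. Age itself stays open, as untested.

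Immediate early and heat shock genes were higher in adult arteries, with a median of 0.65. Adult replicate 1 as the sole cause is argued against, since the median without it was 0.41. Unequal handling of the adult arteries before RNA extraction fits, since the list's mean varied over adult arrays with an SD of 0.35, against at most 0.18 for 46 other lists. This comparator replaced one with random lists that gave the same result for young arrays and so decided nothing. Any other cause that differs between the adult samples could give such a spread too, so the SD does not single out handling. Age stays open, as untested.

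Endothelial markers were lower in adult arteries, with a median of -0.49. A smaller endothelial share with no other change would lower alike all markers made only by these cells. The changes of the 11 bright markers ran from -2.80 to -0.29 after the lowest intensity was subtracted, with an SD 5.69 times their median SE. This argues against such a share only if no other cells make these markers, which the arrays cannot show. Background that differs between probe sets was not measured and stays open, as does a smaller share together with changes within the cells. Age stays open, as untested.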
